A study of Equus caballus with 11 samples. Its data were reported in "In search of epigenetic hallmarks of different tissues: an integrative omics study of horse liver, lung, and heart" (2024).

How the data were processed

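DNA methylation was measured in heart, lung and liver tissue of 4 horses by reduced representation bisulfite sequencing, in which bisulfite turns unmethylated cytosines into bases read as T while methylated cytosines are still read as C. Per the labels, DNA was isolated from tissue kept at a low temperature, libraries were made with a commercial RRBS kit, pooled and sequenced as single-end reads. Groups and horse numbers were taken from the sample labels: 4 heart, 4 lung and 3 liver libraries. Liver of horse 3 was not analysed here.

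The authors mapped filtered reads to EquCab3.0 and used uniquely mapped reads for methylation calling. FastQC and BSMAP are named in the submitters' processing notes, and the versions used on the RRBS reads are not given in the sources used here. The deposited files list, for each CpG cytosine and strand, the coverage as a whole-number read count and the percent of reads with C and with T. No listed position had fewer than 5 reads and no value exceeded 65535 reads, a depth reached at 2 mitochondrial positions each in heart of horses 1, 2 and 4. The files used here held positions on chromosomes 1 to 31 and the mitochondrial genome. Methylated reads were recovered as coverage times the deposited percent of C, rounded, and were whole within 0.05 points at 99.8% or more of positions in every library. Reads at one position may be PCR copies, so intervals cover counting error only.

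Both strands of a CpG were combined. Sites entered a comparison when every library of both tissues had at least 10 reads, which left 116927 sites for lung against heart, 73050 for lung against liver and 77277 for heart against liver, with median depths of 27, 30 and 31 reads per library and site. Each site was tested by logistic regression of methylated on unmethylated read counts with tissue as the only term. The Pearson dispersion between animals was moderated across sites with squeezeVar of limma 3.58.1, kept at 1 or above, and used in a quasi-likelihood F test with Benjamini-Hochberg adjustment. A site was called at an adjusted p below 0.01 and a depth-weighted difference of at least 25 percentage points, the thresholds that the study's methods give. The study's results name 0.05 for q, which was run as an alternative. Sites with a pooled level below 2% or above 98% took no part in fitting the prior. Differences are the first tissue minus the second. Tissue values are means of the libraries ± SD over the tested CpGs of a span, while calls rest on depth-weighted differences. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and in R 4.3.3. Figures were drawn with matplotlib 3.10.9.

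Before the data were examined, the tests, their alternatives and the rule for named regions were fixed. Up to 3 clusters per direction were to be named, those with the most called sites, ties going to the larger mean absolute difference. Promoters, gene bodies, 17 gene lists and genomic context were also planned. They were not analysed here, since the gene table at hand belongs to another horse assembly than EquCab3.0, so no site was assigned to a gene. In their place, and chosen after the files were seen but before any tile value was, read counts were summed over tiles of 1000 bp with at least 3 tested CpGs and tested in the same way, at the thresholds planned for promoters, an adjusted p below 0.05 and at least 10 points. The 6 called tiles per direction with the largest absolute difference were named. The number of listed CpGs within 100 bp of a site took the place of genomic context, and the test of direction by that number was chosen after the shares were seen.

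Mean methylation per library was compared by exact 2-sided permutation tests over the 68147 sites covered in all 11 libraries, and library correlation by permuting tissue labels within horses. The numbers pair the samples because the labels give the same horse for the same number. Deviations from the tissue means correlated at 0.0513 to 0.231 between lung and heart of the same horse and at no more than -0.00814 between different horses. In lung and liver the same-horse values were 0.185 to 0.217 and the others 0.0289 at most, and in heart and liver 0.0509 to 0.180 against 0.0585 at most. Horse as a block was therefore run as a paired alternative. To look for a library deposited more than once, libraries of a tissue were compared site by site, and the chi-square per degree of freedom was 1.43 to 2.15 over 15 pairs, above sampling noise in each.

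The test was checked on simulated libraries with the real depths and levels, a spread between animals set from the data, and 200 changed sites. A likeness between tissues of the same horse was not among the settings. The simulated libraries therefore cannot weigh the block for data paired by horse. Values are in the order lung against heart, lung against liver and heart against liver. Without the block the test recovered 79.0%, 85.0% and 77.0% of the sites changed by 45 points. Of those changed by 30 points it recovered 34.0%, 29.0% and 34.0%. False calls were 4, 5 and 3 among 117, 119 and 114 calls, a larger share in each than the adjusted p threshold of 0.01. With the block the test recovered 0% in all comparisons, with a prior of only 4.06, 2.84 and 2.78 degrees of freedom. Without it the simulated prior was 32.9, 38.7 and 27.6 degrees of freedom against 18.1, 20.2 and 15.7 in the data, so real sites varied more unevenly than simulated ones. Without a dispersion term the false calls were 53, 52 and 72. Alternatives covered the block, the dispersion, edgeR 4.0.16, the minimum depth (5 and 20 reads), sites in the top 0.1% of depth, incomplete sites, separate strands, horses 1, 2 and 4 alone, each library left out, the adjusted p threshold, unweighted means and thinning to the shallowest library.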

Results

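DNA methylation was measured by reduced representation bisulfite sequencing (RRBS), which reads fragments cut at CCGG sites and so covers a CpG-rich part of the genome, in heart, lung and liver tissue of 4 horses. The files held 4 heart libraries, 4 lung libraries and 3 liver libraries, 11 in all. Horses 1, 2 and 4 were represented by all tissues, and horse 3 by heart and lung. Depth differed widely between libraries, from 3255257 reads summed over autosomal positions in liver of horse 2 to 25109840 in liver of horse 1. In heart the total ran from 7313414 to 23755358 and in lung from 8155920 to 22394586. After the strands of each CpG were combined, 68147 CpG sites on chromosomes 1 to 31 had at least 10 reads in every library. At these sites the median depth per library ran from 15 reads in liver of horse 2 to 50 reads in heart and liver of horse 1.

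The methylation profiles were similar in all tissues and still grouped the libraries by tissue. Across the 68147 common CpG sites, Pearson correlation was 0.927 to 0.947 between heart libraries, 0.910 to 0.943 between lung libraries and 0.913 to 0.941 between liver libraries. Heart and lung correlated at 0.871 to 0.920, liver and lung at 0.846 to 0.910, and heart and liver at 0.836 to 0.880. The lowest values of liver with lung and with heart came from liver of horse 2, the library with the fewest reads. Without that library the lowest correlation of any pair was 0.857. The mean within a tissue, 0.931 over 15 pairs, exceeded the mean between tissues, 0.879 over 40 pairs, by 0.0521. No arrangement of the tissue labels within horses gave a larger gap (exact permutation p = 0.00463, one-sided over 432 arrangements, the smallest they can give). Libraries of different tissues correlated at 0.889 on average when they came from the same horse (10 pairs) and at 0.875 when they did not (30 pairs, exact permutation p = 0.00174, one-sided over 3456 arrangements, the smallest they can give). These correlations run across CpG sites, which are not independent replicates. The first principal component held 29.8% of the variance and placed heart and liver at opposite ends, and the second, with 18.9%, set lung apart.

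**Figure D1:**
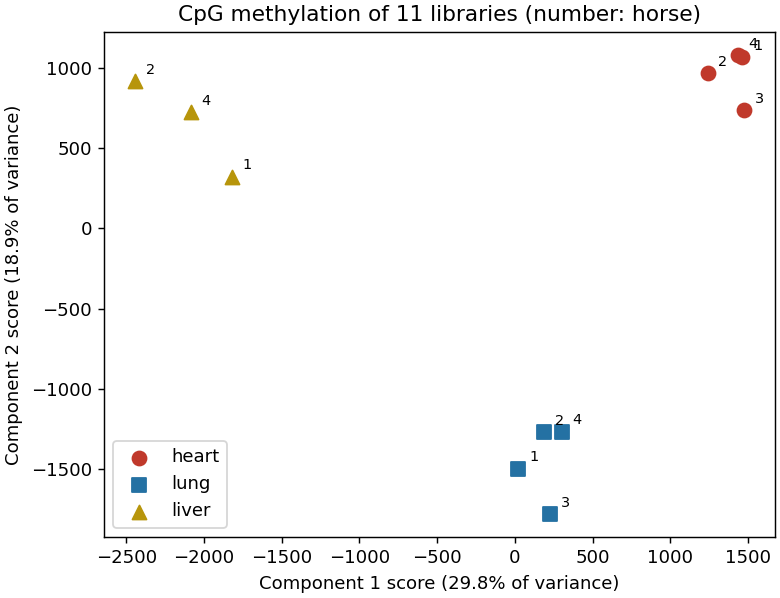
Scores of the 11 libraries on the first 2 principal components (axes, with percent of variance) of the methylation level at 68147 CpG sites; each point is a library, its number the horse. Heart, lung and liver libraries form separate groups, with component 1 holding 29.8% of the variance and component 2 holding 18.9%.

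The mean level of methylation was close in the tissues when each site counted equally, and differed more when sites were weighted by read depth. The unweighted mean over the common sites was 68.5% ± 0.554 in heart (SD, n = 4), 69.2% ± 0.291 in lung (n = 4) and 68.9% ± 0.745 in liver (n = 3). Lung exceeded heart by 0.689 percentage points, and the exact 2-sided permutation test gave p = 0.0571 (0.343 after Benjamini-Hochberg adjustment over 12 tests). Without heart of horse 1 that difference was 0.420 points. Lung exceeded liver by 0.237 points (exact permutation p = 0.686, adjusted 0.914), a difference of -0.130 points without liver of horse 2 and 0.615 points without liver of horse 1. Heart was below liver, 68.5% against 68.9% (exact permutation p = 0.457, adjusted 0.857). The difference of heart minus liver, -0.452 points, was -0.0736 points without liver of horse 1 and -0.183 points without heart of horse 1. With 4 libraries against 3 the smallest p this test allows is 0.0571. Sites at or below 20% made up 14.1% ± 0.157 of the common sites in heart, 13.6% ± 0.335 in lung and 14.1% ± 0.656 in liver, and sites at or above 80% made up 53.4% ± 1.27, 53.9% ± 1.37 and 54.2% ± 1.21. Weighted by read depth, lung exceeded heart by 4.31 points (exact permutation p = 0.0286, 0.0857 after adjustment over the 3 weighted tests) and liver by 1.00 points (exact permutation p = 0.286, adjusted 0.286). The weighted difference of heart minus liver was -3.31 points (exact permutation p = 0.0571, adjusted 0.0857). At the same sites, weighting lowered the mean of every heart library and raised that of every lung and liver library. The weighted differences therefore also carry where the reads of each library fell, and are not differences in methylation level alone. With libraries paired by horse, exact sign flips gave p = 0.25 for lung against heart unweighted and p = 0.125 weighted, where lung was higher in all 4 horses and 0.125 is the smallest p that 4 horses allow.

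The comparison of lung with heart asked which CpG sites separate a respiratory organ from striated muscle. Of 116927 tested sites, 3174 differentially methylated sites (DMSs) were called, 1801 higher and 1373 lower in lung, so that 56.7% were higher in lung. With at least 20 reads in every library the share was 51.7% of 755 called sites. Among windows of 1000 bp, or tiles, the largest difference in favour of lung lay on chromosome 29 from 31987001 to 31988000, where methylation was 88.7% ± 3.02 in lung and 22.8% ± 6.92 in heart (SD, n = 4 each). In the other direction, a cluster of 6 CpGs on chromosome 6 from 86790890 to 86791147 was at 22.7% ± 4.56 in lung and 81.4% ± 3.38 in heart. Coordinates are those of EquCab3.0.

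At the 3174 sites the median absolute difference was 33.9 points, against 4.30 points over all tested sites. The median level was 43.6% in the less methylated tissue and 81.6% in the more methylated one. The sign of the difference was the same in all 4 horses at 3135 sites (98.8%). The ranges of the lung and heart libraries did not overlap at 95.6% of called sites and at 11.6% of all tested sites, where chance gives 2.86%. Called sites were chosen on these same libraries, so the call rule itself favours equal signs and separate ranges there.

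The DMSs formed 187 clusters, that is, runs of at least 3 sites of the same direction no more than 200 bp apart. These held 662 sites (20.9%), and 109 of the clusters were higher in lung. The cluster with the most called sites among those higher in lung lay on chromosome 29 from 9509842 to 9509908, with 8 of 9 tested CpGs called. It was at 78.2% ± 3.17 in lung, 33.2% ± 8.92 in heart and 38.9% ± 11.3 in liver (SD, n = 4, 4 and 3). On chromosome 16 from 1778684 to 1778891, 6 CpGs were at 73.5% ± 7.85 in lung, 13.6% ± 3.94 in heart and 68.2% ± 6.19 in liver. Another cluster, on chromosome 7 from 3532552 to 3532592, was at 58.4% ± 14.6 in lung, 18.6% ± 6.12 in heart and 72.3% ± 18.9 in liver. Among clusters lower in lung, one on chromosome 12 from 23012585 to 23012923 had 8 of 12 CpGs called, at 43.9% ± 5.15 in lung, 76.3% ± 5.93 in heart and 86.7% ± 4.04 in liver. One on chromosome 4 from 17899659 to 17899794 was at 52.5% ± 7.47 in lung, 89.2% ± 3.44 in heart and 72.9% ± 6.48 in liver. At the cluster on chromosome 6 named above, liver was at 44.3% ± 28.7 and its 3 libraries ran from 16.9% to 74.1%. Summed over the CpGs of a cluster, each heart library held at least 78 counts in each of these 6 clusters. Each lung library held at least 83 and each liver library at least 54. A read that covers several CpGs is counted at each, so the numbers of distinct reads are lower.

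Read counts were also summed over tiles of 1000 bp with at least 3 tested CpGs. Of 15084 tiles, 1785 differed between lung and heart at an adjusted p below 0.05 and at least 10 points, 990 higher and 795 lower in lung. With at least 20 reads in every library the direction turned, and 48.6% of 278 called tiles were higher in lung. The tile on chromosome 29 given above had an adjusted p of 1.41e-06 from the moderated quasi-likelihood test, and liver stood at 77.9% ± 8.84 there. The tile on chromosome 2 from 87025001 to 87026000 was at 90.1% ± 1.91 in lung and 39.1% ± 15.3 in heart. The one on chromosome 22 from 38158001 to 38159000 was at 92.0% ± 4.18 in lung and 39.5% ± 11.1 in heart. On chromosome 5 from 93873001 to 93874000 lung stood at 75.5% ± 6.76, heart at 23.9% ± 4.69 and liver at 29.4% ± 8.90. On chromosome 1 from 134718001 to 134719000 the levels were 81.6% ± 3.87 in lung and 31.6% ± 6.48 in heart.

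Among the tiles lower in lung, 2 lay close together on chromosome 8. The tile from 20659001 to 20660000 was at 6.87% ± 2.87 in lung, 66.4% ± 12.3 in heart and 35.6% ± 9.27 in liver, and the tile from 20652001 to 20653000 was at 15.5% ± 4.22, 67.3% ± 9.84 and 31.2% ± 7.59. On chromosome 2 from 36715001 to 36716000 lung was at 27.8% ± 16.0 and heart at 80.6% ± 1.78. On chromosome 4 from 60195001 to 60196000 lung was at 24.1% ± 9.66 and liver at 18.9% ± 3.93, both below heart at 76.5% ± 5.09. On chromosome 11 from 41551001 to 41552000 lung alone was low, at 11.1% ± 5.89 against 62.8% ± 12.4 in heart and 72.7% ± 9.67 in liver. At the named tiles liver was nearer to lung than to heart in 4 of 6 that were higher in lung and in 5 of 6 that were lower.

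With horse as a block, the moderated test called 0 lung against heart sites at an adjusted p below 0.01 (20858 at an unadjusted p below 0.05), while edgeR with the same block called 2988. On simulated libraries with known differences that blocked test recovered 0% of the changed sites. The test without the block recovered 79.0% of those changed by 45 points and 34.0% of those changed by 30 points. Pairing by horse was not among the simulated settings, so these values cannot weigh the block for paired data.

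The comparison of lung with liver set an organ of gas exchange against the main metabolic organ. Of 73050 tested sites, 2789 were called, 1660 higher and 1129 lower in lung, so that 59.5% were higher in lung. With at least 20 reads in every library the share was 53.3% of 430 called sites. Liver held 3 short regions that were methylated where both other tissues were nearly unmethylated or low. On chromosome 11 from 60519323 to 60519387, 7 CpGs were at 59.9% ± 6.35 in liver (n = 3), 1.10% ± 2.20 in lung (n = 4) and 0.589% ± 0.850 in heart (n = 4). Some of those lung and heart libraries were at 0. Their depth was at least 70 counts summed over the 7 CpGs, so a read covering several CpGs was counted more than once. Were the counts independent, 0 would allow a level of up to 4.29%. With shared reads it allows more. The reverse held on chromosome 2 from 27140280 to 27140730, where 15 CpGs were at 50.2% ± 6.06 in liver, 96.8% ± 0.564 in lung and 95.8% ± 0.523 in heart.

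The median absolute difference at the called sites was 37.5 points, with median levels of 38.9% in the less methylated tissue and 80.5% in the more methylated one. The difference had the same sign in all 3 horses with both tissues at 2782 sites (99.7%). The libraries of the 2 tissues did not overlap at 97.7% of called sites and at 16.2% of tested sites, where chance gives 5.71%. The call rule favours equal signs and separate ranges at called sites here too. The called sites formed 201 clusters with 720 sites (25.8%), and 130 of the clusters were higher in lung.

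The other regions methylated in liver were both on chromosome 2. From 48840414 to 48840462, 8 CpGs were at 72.5% ± 4.01 in liver, 9.92% ± 7.06 in lung and 18.8% ± 11 in heart. From 44370916 to 44370966, 8 CpGs were at 63.5% ± 12.1 in liver, 1.45% ± 1.66 in lung and 15.2% ± 9.22 in heart. Among clusters higher in lung, 7 CpGs on chromosome 8 from 17051468 to 17051784 were at 63.6% ± 9.47 in lung, 26.8% ± 7.82 in liver and 49.3% ± 4.83 in heart. On chromosome 31 from 892139 to 892200, 6 CpGs were at 92.6% ± 4.82 in lung and 95.4% ± 3.12 in heart, and liver varied around 43.3% ± 20.8. Heart was nearer to lung than to liver in each of the 6 clusters named for this comparison.

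Of 8984 tiles, 963 were called, 461 higher and 502 lower in lung. The tile with the largest difference among those higher in lung lay on chromosome 9 from 73407001 to 73408000, at 91.2% ± 2.67 in lung, 27.0% ± 6.47 in liver and 74.4% ± 3.42 in heart (adjusted p = 2.8e-06). On chromosome 18 from 82026001 to 82027000 lung was at 85.7% ± 5.44 and liver at 22.8% ± 7.75. On chromosome 2 from 56498001 to 56499000 lung and heart were both at 90.4%, with SDs of 1.83 and 2.77, and liver at 29.8% ± 3.43. On chromosome 28 from 34249001 to 34250000 the tissues stood apart, with lung at 80.6% ± 4.05, heart at 47.0% ± 6.54 and liver at 18.3% ± 7.85. Tiles on chromosome 3 from 61123001 to 61124000 (87.5% ± 10.1 in lung, 27.3% ± 13.0 in liver) and on chromosome 23 from 4257001 to 4258000 (95.7% ± 4.09 and 37.1% ± 16.0) completed this direction.

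Tiles lower in lung than in liver included the regions on chromosomes 2 and 11 named above. On chromosome 2 from 21185001 to 21186000 lung was at 4.40% ± 4.53 and liver at 64.7% ± 25.5. On chromosome 14 from 9835001 to 9836000 lung was at 3.99% ± 3.35, heart at 27.1% ± 14.0 and liver at 55.7% ± 1.47. On chromosome 15 from 83209001 to 83210000 lung was at 18.6% ± 6.45, heart at 42.8% ± 6.22 and liver at 69.1% ± 3.03. Heart was nearer to lung than to liver in 5 of the 6 named tiles higher in lung and in all 6 of those lower in lung.

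With horse as a block, the moderated test called 0 lung against liver sites (10027 at an unadjusted p below 0.05) and recovered 0% of simulated differences, while edgeR with the block called 2426 sites. Without liver of horse 1, the deepest library, there were 1640 sites, 70.2% of them higher in lung, and 616 tiles, 59.1% of them higher in lung; with edgeR 53.0% of the called tiles were.

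The comparison of heart with liver set striated muscle against the main metabolic organ. Of 77277 tested sites, 4511 were called, 2318 higher and 2193 lower in heart, so that 51.4% were higher in heart. Heart was less methylated than both other tissues on chromosome 14 from 19803001 to 19804000, at 11.6% ± 5.57 against 78.4% ± 8.56 in liver and 89.1% ± 8.13 in lung. Liver was the least methylated on chromosome 18 from 42727001 to 42728000, at 30.3% ± 1.58 against 92.7% ± 1.77 in heart and 80.6% ± 5.78 in lung. The number of libraries was 4 for heart and lung and 3 for liver.

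At the called sites the median absolute difference was 37.8 points, with median levels of 39.1% and 81.3% in the less and the more methylated tissue. The sign was the same in all 3 horses with both tissues at 4479 sites (99.3%). The libraries did not overlap at 97.4% of called sites and at 19.6% of tested sites, where chance gives 5.71%. Again the call rule itself favours equal signs and separate ranges at called sites. There were 329 clusters with 1178 sites (26.1%), of which 181 were higher in heart.

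The regions on chromosome 2 at 27140280 and 48840414 and on chromosome 11 at 60519323 were also among the clusters with the most called sites here, and the liver libraries are those of the comparison with lung. On chromosome 8 from 23433499 to 23433725, 9 of 10 CpGs were called, and the levels were 76.1% ± 1.49 in heart, 55.1% ± 4.56 in lung and 29.3% ± 3.97 in liver. On chromosome 6 from 22576938 to 22577240, all 8 CpGs were called, with heart at 87.4% ± 2.86, lung at 63.1% ± 2.06 and liver at 41.7% ± 5.0. In the other direction, 8 CpGs on chromosome 3 from 23518014 to 23518053 were at 27.7% ± 12.3 in heart, 60.7% ± 6.78 in lung and 77.4% ± 5.40 in liver.

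**Figure D2:**
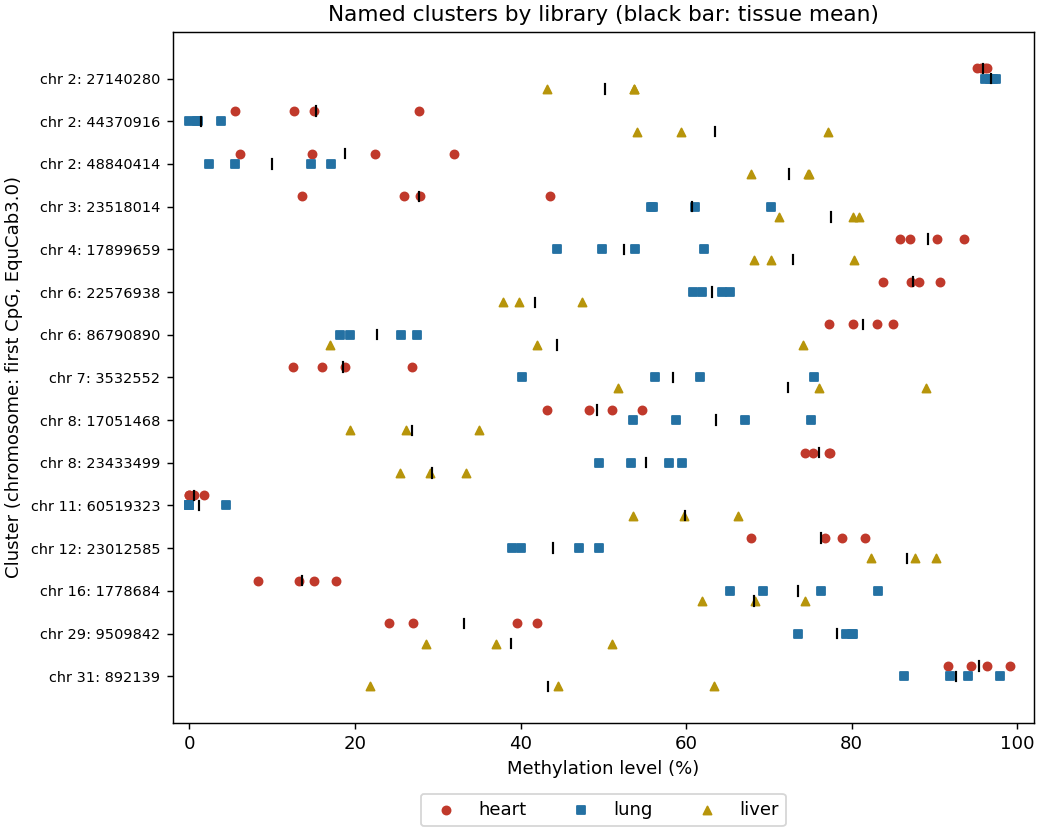
Methylation level in percent (horizontal axis) of each library at the 15 distinct clusters named in the report (vertical axis, chromosome and first CpG on EquCab3.0); points are libraries coloured by tissue and black bars are tissue means. On chromosome 11 liver has a mean of 59.9% and heart and lung lie near 0, and on chromosome 2 at 27140280 liver has a mean of 50.2% below heart and lung.

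Of 9648 tiles, 1614 were called, 697 higher and 917 lower in heart. On chromosome 7 from 2927001 to 2928000 heart was at 91.1% ± 0.816, lung at 85.7% ± 3.81 and liver at 26.6% ± 8.57 (adjusted p = 3.41e-06). On chromosome 18 from 77591001 to 77592000 heart was at 90.9% ± 5.94 and liver at 27.0% ± 7.72. On chromosome 16 from 7625001 to 7626000 heart was at 81.8% ± 4.46, lung at 54.0% ± 5.95 and liver at 23.0% ± 10.3. On chromosome 1 from 59098001 to 59099000 heart was at 83.6% ± 8.49 and liver at 13.9% ± 15.9, with its libraries between 0 and 31.2%. That 0 allows up to 6.98% if the counts, summed over 4 CpGs, were independent, and more where a read covered several CpGs. In all 6 named tiles higher in heart, lung was nearer to heart than to liver.

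Among the tiles lower in heart, the one on chromosome 7 from 3532001 to 3533000 was at 18.6% ± 6.12 in heart and 72.3% ± 18.9 in liver. On chromosome 15 from 70491001 to 70492000 heart was at 31.9% ± 7.16, lung at 61.2% ± 22.1 and liver at 88.1% ± 5.17. On chromosome 23 from 5439001 to 5440000 heart was at 31.5% ± 12.7, lung at 70.4% ± 10.1 and liver at 86.8% ± 2.49. Here lung was nearer to liver than to heart in 5 of the 6 tiles. The exception was the region on chromosome 11, where heart and lung were both near 0.

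**Figure D3:**
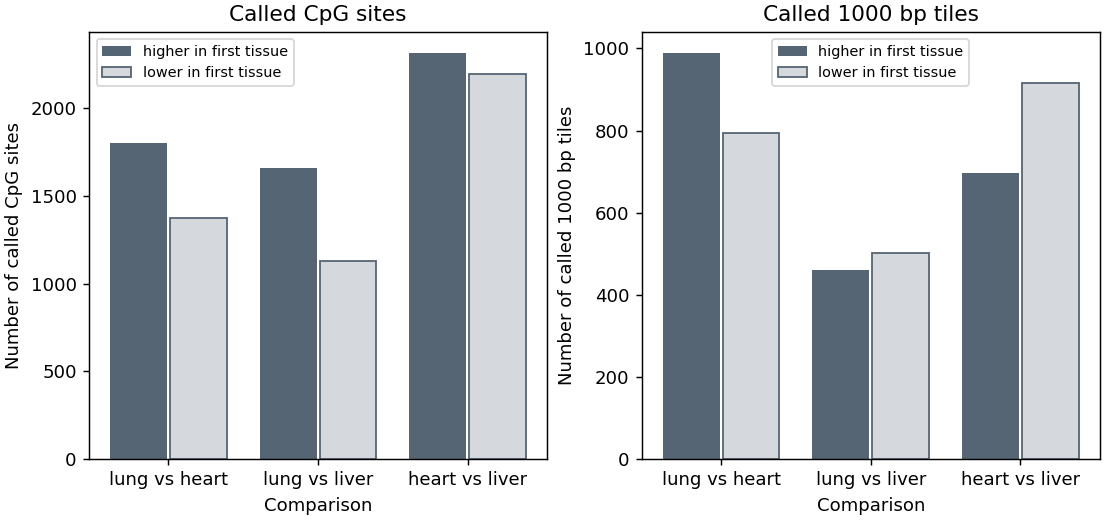
Numbers of called CpG sites (left) and called tiles of 1000 bp (right) in each comparison, split by direction; bars are counts from the test without a horse block. With both directions added, called sites number 4511 in heart against liver and called tiles 1785 in lung against heart.

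With horse as a block, the moderated test called 0 heart against liver sites (13586 at an unadjusted p below 0.05) and recovered 0% of simulated differences, while edgeR with the block called 3602 sites. Without liver of horse 1 there were 2607 sites, 64.5% of them higher in heart, and 52.5% of the called tiles were higher in heart; without any dispersion term 48.5% of the called sites were, and at an adjusted p below 0.05 48.75%.

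DMSs lay mostly where few CpGs were listed nearby. Of the sites with under 5 listed CpGs within 100 bp, 3.26% were called between lung and heart, 4.58% between lung and liver and 6.85% between heart and liver. Of the sites with 10 or more, the shares were 0.620%, 1.07% and 1.73% (Fisher's exact test against all other sites, odds ratios 0.203, 0.246 and 0.258; p = 1.28e-77, 1.16e-66 and 2.88e-94). Neighbouring sites are not independent, so these p-values are too small. With at least 20 reads the call rate of sparse over dense sites rose from 4.27 to 17.6 for lung against liver and from 3.95 to 14.0 for heart against liver, and was 5.25 and 6.79 for lung against heart. Of the dense called sites, 32.4% were higher in lung than in liver, against 60.6% of the other called sites, and 34.8% were higher in heart than in liver, against 52% (Fisher's exact test, adjusted p = 7.16e-08 and 2.74e-05). Both comparisons use the same liver libraries, and these p-values too are too small. Between lung and heart the shares were 53.0% and 56.8% (adjusted p = 0.502).

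**Figure D4:**
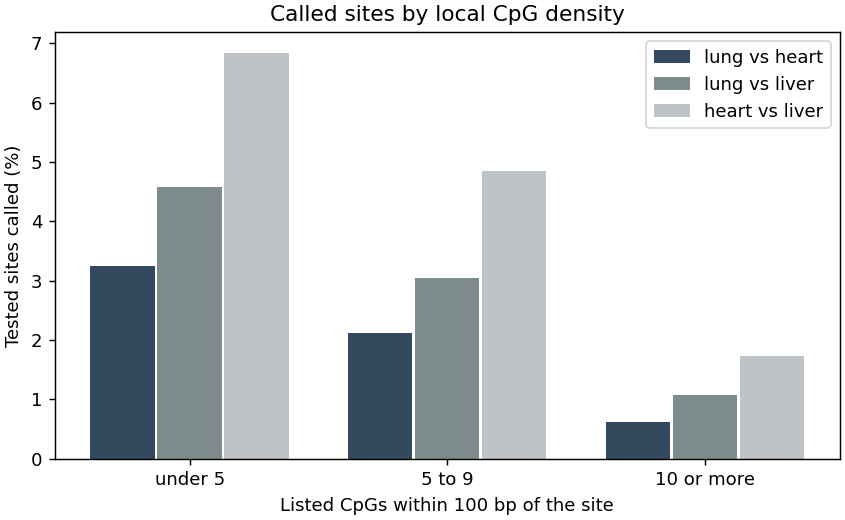
Percent of tested CpG sites that were called (vertical axis) by the number of listed CpGs within 100 bp (horizontal axis), for each comparison; bars are shares of all tested sites of that class. In heart against liver the share falls from 6.85% at sparse sites to 1.73% at dense sites.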

Values the study reported

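The study reported a mean of 18.8 M sequencing reads per methylome library, with an SD of 6.0. It gave correlation scores of 0.86 to 0.94 for CpG methylation among heart, lung and liver. Between 4068 and 6143 DMSs were reported per pair of tissues at q below 0.05. Hypermethylated sites made up 58.1% of the DMSs in lung against heart, 57.1% in lung against liver and 48.7% in heart against liver.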

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

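The comparison of mitochondrial depth between libraries of different depth and both tests of mitochondrial C reads were chosen after those values were seen; the test without very deep positions was fixed beforehand.

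Mitochondrial positions entered no comparison of the report, and their median depth relative to the autosomal median averaged 232 in heart (SD 128, n = 4), 21.9 in lung (SD 8.78, n = 4) and 18.1 in liver (SD 11.9, n = 3). Positions under 5 reads were not listed, so the autosomal median was 7 or 8 in every library and these ratios still carry library depth. Depth in reads argues against library depth as the source: in all 13 pairs of a heart library and a lung or liver library with more autosomal reads, the median mitochondrial depth was higher in heart, by at least 4.30-fold. A few positions at the top of the recorded range were not the source either: without positions over 10000 reads in any library, heart still held 10.2 times the mitochondrial reads of lung, relative to autosomal reads. Reads from nuclear copies of mitochondrial DNA would give like shares in all tissues of a horse, since such copies belong to the nuclear genome. Mitochondrial positions held 2.44% to 5.71% of the depth at listed positions in heart, 0.141% to 0.842% in lung and 0.222% to 0.648% in liver. These shares, compared after they were seen, argue against nuclear copies as the only source of the heart excess. A smaller contribution from such copies was not tested. A higher mitochondrial DNA content of heart muscle may underlie the excess, a hypothesis found on the same data.

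The percent of C calls at the 43 mitochondrial CpGs listed in every library was lower in heart, 0.354% ± 0.0156 against 1.08% ± 0.506 in lung and 1.03% ± 0.151 in liver. Incomplete bisulfite conversion at a like rate in all libraries would give overlapping values, yet the highest heart value, 0.374%, was below the lowest lung value, 0.613%. A fixed background of C reads diluted by mitochondrial depth would give equal numbers of C reads relative to autosomal reads, and heart had 4.06 times as many as lung. A conversion rate that differs between tissues, or a mixture of a small conversion error and reads from nuclear copies, could give such values; neither was tested.

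Among the 112 groups of 4 heart or lung libraries examined, at named regions and for values per library, 10 held a library far from the others, where chance gives about 5%, or 5.6. The median mitochondrial depth of heart of horse 1, the heart library with the most reads, was 422 times its autosomal median, against a next value of 183. The others were single libraries at named regions. On chromosome 29 from 9509842 lung of horse 2 was at 73.5%, with the next at 79.3%. On chromosome 8 from 20652001 heart of horse 4 was at 82.1%, with the next at 62.9%. On chromosome 18 from 82026001 lung of horse 4 was at 77.5%, with the next at 88.3%, and heart of horse 2 at 80.3%, with the next at 60.3%. On chromosome 23 from 4257001 heart of horse 1 was at 71.2%, with the next at 92.8%. On chromosome 11 from 60519323, and in the tile that holds it, lung of horse 3 was at 4.40% and the other lung libraries were at 0. With counts taken as independent, 0 allows a level of up to 4.29%, and more where a read covered several CpGs. On chromosome 15 from 70491001 heart of horse 3 was at 42.6%, with the next at 29.0%, and lung of horse 4 at 28.2%, with the next at 69.7%.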

How the results depend on the processing

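Robust moderation, edgeR with the block, the block without dispersion or at an adjusted p below 0.05, all tile settings, the call rate by CpG density and liver of horses 1 and 4 with sites chosen again and weighted means within horses were chosen after seeing the data. Promoter, gene body, gene list and annotation settings were not run. Values below are in the order lung against heart, lung against liver and heart against liver, and causes were not tested unless the setting itself changes the number of sites or libraries. Across all settings 146 values of the main results kept their direction and side of the threshold or, for counts and other values with no test, stayed near the value reported. Another 55 moved, 2 newly passed the threshold at an unadjusted p and 2 reversed. The sizes of the mean differences moved also where the direction was kept. Of the shares of called sites and tiles higher in the first tissue, 103 stayed within the 95% interval of the reported share, 46 moved out of it, and 2 reversed from a share whose interval excludes 50%. Of the values of named tiles 911 kept their direction and call and 2 lost the call with an unmoved difference, and of those of named clusters 454 stayed near and 2 moved.

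With horse as a replicate block, 0, 0 and 0 sites were called by the moderated test (1535, 0 and 0 at an adjusted p below 0.05), against 20858, 10027 and 13586 at an unadjusted p below 0.05. The block called 2988, 2426 and 3602 sites with edgeR, 4548, 2602 and 4293 with robust moderation, and 4998, 3856 and 6014 without dispersion. Robust moderation with the block recovered 84%, 22% and 13% of simulated differences of 45 points and 37%, 4% and 1% of those of 30 points. Without dispersion the blocked tiles were 2765 and 1588 in the first comparisons. The blocked test called 1999, 1054 and 1654 tiles, among them 1744, 902 and 1494 of the 1785, 963 and 1614 called without the block. It ended the call of no named tile.

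Without dispersion and without the block there were 5034, 4142 and 6263 sites and 2776, 1669 and 2222 tiles, with many false calls on simulated libraries. A dispersion per site without moderation called 0, 0 and 0 sites (16347, 9058 and 12454 at an unadjusted p below 0.05) and 627, 259 and 709 tiles. Under it the tiles on chromosome 3 from 61123001 and chromosome 2 from 21185001 lost their call between lung and liver (adjusted p = 0.0670 and 0.0905), while their differences, 60.2 and -58.2 points, did not move, since this setting changes only the dispersion. edgeR without the block called 2147, 2096 and 3495 sites.

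Depth set the number of sites tested. At least 5 reads gave 6224, 6855 and 12020 sites and 4805, 3269 and 5359 tiles, and at least 20 reads gave 755, 430 and 690 sites and 278, 112 and 229 tiles, with 48.6% of the lung against heart tiles higher in lung. At 20 reads the sparse over dense call rate was 6.79 for lung against heart, 17.6 for lung against liver and 14.0 for heart against liver, and the correlation gap within over between tissues was 0.0371. Thinning to the shallowest library left 2029, 1561 and 2630 sites. With 2 libraries of each tissue required there were 7166 heart against liver sites and 4496, 3269 and 5476 tiles. Liver of horses 1 and 4 alone gave 7217 heart against liver sites, and 1609 and 3057 tiles against lung and heart. An adjusted p below 0.01 left 980, 526 and 1000 tiles, tiles with at least 1 site numbered 6127, 3849 and 5888, and those with at least 5 sites 359, 159 and 292. An adjusted p below 0.05 gave 4688, 3878 and 5920 sites, 58.0%, 57.4% and 48.75% of them higher in the first tissue. The counts of sites quoted from the study above were given at that threshold.

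No direction is stable for lung against liver tiles, where the share higher in lung, 47.9% (exact 95% interval 44.7% to 51.1%), lay above 50% under 9 of 27 settings and ran from 41.5% to 59.1%. It was 53.0% with edgeR, 53.8% at an adjusted p below 0.01, 54.2% thinned, 54.8% with a dispersion per site and 51.3% without lung of horse 2. The share of heart against liver sites higher in heart, 51.4% (49.9% to 52.9%), lay below 50% under 5 of 23 settings and ran from 48.5% to 64.5%.

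Leaving out each library in turn gave 2184 to 2802, 1640 to 2731 and 2607 to 4283 sites and 1424 to 1659, 616 to 892 and 1094 to 1533 tiles. The lowest values in the comparisons with liver came without liver of horse 1, where 52.5% of heart against liver tiles were higher in heart (42.1% to 52.5% over all libraries left out). Mean methylation differed by 0.420 to 0.834, -0.130 to 0.615 and -0.818 to -0.0736 points, and the negative lung against liver value came without liver of horse 2 and the -0.0736 without liver of horse 1. Lung against heart was 0.804 points at 5 reads and 4.31 points weighted by depth (exact permutation p = 0.0286 for both, unadjusted, and 0.0857 for the weighted value after adjustment), and lung against liver -0.0538 points at 20 reads. Within horses the mean differed by 0.689, 0.364 and -0.597 points (exact sign flips, p = 0.25, 0.75 and 0.75) and the weighted mean by 4.31, 1.23 and -3.48 points (p = 0.125, 0.5 and 0.25).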

Other observations

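The tests of splits and of horse differences were fixed before their results were seen; the comparison of each tissue with the other two, the chromosome values and the robust moderation behind the horse sites were chosen after the data were examined.

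Sites at which a tissue stood at least 25 points from each of the other two, in the same direction, were counted over the 68147 common sites, with the same test applied to that tissue against the rest. Liver had 1830 such sites, heart 1159 and lung 375, and in horses 1, 2 and 4 alone the counts were 1647, 916 and 164. The tissue that stood apart was the less methylated one at 72.7% of the sites of liver, 73.4% of those of heart and 72.3% of those of lung. At sites lower in liver the median level was 39.5% in liver, 86.1% in heart and 82.6% in lung. At sites lower in heart it was 39.6% in heart, 77.3% in lung and 79.5% in liver. Mean methylation over all common sites was 68.5% to 69.2%, which leaves more room below than above. Whether the tissues differ in these counts was not tested.

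Chromosome 29 had the highest share of called sites in all comparisons, 3.94% for lung against heart, 5.31% for lung against liver and 8.64% for heart against liver. The next were close: chromosome 22 at 3.88% in the first comparison, and chromosome 30 at 5.24% and 8.12% in the others. Chromosome 13 had the lowest share, at 1.69%, 2.31% and 4.01%, with chromosome 26 at 4.04% for heart against liver. Whether chromosomes differ was not tested. The comparisons share libraries, so these shares are not independent.

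Chance was tested by splitting the same libraries in every other way into groups of the same sizes, and the real split was the only 1 of 35 to reach its count in each comparison, for sites and for tiles, so chance can be excluded when all 35 are counted alike. For lung against heart the real counts were 3174 sites and 1785 tiles, and the highest among other splits were 38 and 2. For heart against liver they were 4511 and 1614, against 11 and 2. For lung against liver they were 2789 and 963, against 476 and 181 for the split that placed lung of horse 3, the horse without a liver library, with the liver libraries. The real split parted every pair of libraries from 1 horse, as did 7 others; among these the highest site counts were 1, 476 and 0 in the same order of lung against heart, lung against liver and heart against liver. These splits alone are too few for a share below 5%.

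Methylation that follows the animal rather than the tissue was examined in heart and lung. With robust moderation, 2089 of 116927 sites differed between the 4 horses at an adjusted p below 0.01 and by at least 25 points. Moderation without the robust option called 0 (4541 at an unadjusted p below 0.05) and recovered 0% of simulated differences; the robust form recovered 43.0% of those of 45 points and 8.0% of those of 30 points, but its 51 false calls on simulated libraries were as many as its correct ones. Errors of single libraries would leave liver in random order, yet in the liver libraries, not used to find the sites, the extreme horses kept their order at 91.1% of 973 sites (exact 95% interval 89.1% to 92.8%). Of the horse sites with a tested CpG within 50 bp, 19.2% had that neighbour called too, against 50.8% of the lung against heart sites. DNA variants at single CpGs are a candidate cause of some of them, although the lower recovery and the false calls of the horse test would also lower that share; neither genotypes nor methylation inherited with a haplotype were examined.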
